A study of Mus with 4 samples. Its data were reported in "CRISPR-free RNA base editing mediated PTC-readthrough restores hearing in mice with Otof nonsense mutation" (2025).

How the data were processed

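Cochlear RNA of mice with the Otof c.1315 C>T change was measured by RNA sequencing in 4 libraries, 2 untreated and 2 treated with RESTART v3 delivered by a viral vector (AAVie) into the inner ear. The labels give no injected control group for these libraries, so injection, vector and RESTART v3 cannot be told apart. Per the paper's methods, ribosomal RNA was depleted from total RNA, the RNA was fragmented, and stranded libraries were made with a low-input kit that adds molecular identifiers.

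The authors deposited RPKM values, 1 per gene and library. Per the methods and the submitters' processing notes, they used read 2 only, trimmed it with cutadapt 4.2, removed duplicates, extracted identifiers with UMI-tools 1.0.0, aligned to GRCm39 with STAR 2.7.10b, filtered alignments with SAMtools 1.14 and counted reads per gene with HTSeq 1.14. Genes with poor agreement of replicates were removed. The stated limit was a 2-fold difference of replicates, but the read ratios within each group span exactly -3 to 3 on the log2 scale, that is up to 8-fold, and no gene is listed at 0. Genes that differed more between libraries of a group, or had no read in a library, are therefore not analysed here.

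The header of the table gives both untreated columns the same name. Both were taken as untreated libraries with no replicate number and are called A and B, letters with no order. Samples were grouped by their labels.

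The deposited RPKM values were found to be whole reads divided by the gene span, introns included, and by a fixed library total. With 4 whole library totals, 100% of the 21230 genes came out as whole reads in all libraries within 0.001 of a whole number. At the gene length annotated on GRCm38.p6, an older assembly used here only for names, lengths and gene types, 11568 of 20325 matched genes came out whole. For the other genes the length was the smallest that gives whole reads, or a multiple of it where one lay close to the annotation. Of all listed genes, 78.2% had a length within 1% of the annotation. Where no such multiple was found, recovered reads may be too low by a whole factor. Duplicates were removed by sequence, so counting error is only part of the error.

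The main test was limma 3.58.1 in R 4.3.3 (lmFit, eBayes with a mean-variance trend) on log2(RPKM + 0.5), for the 5076 genes with a mean RPKM of at least 1 over the 4 libraries, without covariates, 2-sided, with Benjamini-Hochberg adjustment at 0.05. Fold changes on this scale understate the change of low genes. As RPKM here divides by gene span, the minimum favours short genes over long ones. In untreated libraries A and B and RESTARTv3 replicates 1 and 2, Myo7a had 2318, 1302, 1492 and 474 reads and was not tested. Mir7053 was tested on 16, 4, 4 and 1 reads. An exact permutation test of 2 against 2 libraries cannot go below p = 0.333, so single genes were tested only in the model over all genes. A total of 41 gene lists for cochlear and other cell types, immune and stress pathways, pseudouridylation, decay and RNA classes were tested with camera (preset correlation 0.01) where at least 3 members were tested, with fry and an estimated correlation beside it. Changes of lists are given relative to the median of all tested genes. Group means were compared by correlation across genes.

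These tests, the gene lists, the rule for named genes and 12 alternative fits were fixed before the data were examined. The rule names Otof, Dkc1, Slc17a8, Myo7a and Slc26a5; the 10 genes highest and the 10 lowest in change among those past the threshold, or filled up by the smallest unadjusted p, leaving out predicted loci and genes whose groups overlap; up to 4 members with the smallest p in the direction of each list that passes; and, for other lists described, up to 3 members with the highest mean RPKM or the smallest p. A gene that the rule names is not reported here. Which other lists to describe, which of these members to name, and the partner genes of Dkc1 were chosen after values had been seen. The alternatives fixed beforehand changed the pseudocount, the filter, the scaling (median-of-ratios, quantile), the variance prior and the reproducibility filter, and left out each library. A further 10 were added after seeing the data: limma voom on recovered reads of the 18458 genes with a mean of at least 10 reads, scaled by median-of-ratios; the scaled fit with no filter; and the scaled and voom fits without each library.

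The fits were tested on simulated reads drawn for the real genes with 200 changed genes. With the spread of the RESTARTv3 pair, the main test of 5055 genes recovered 65.5% of genes changed 8-fold and 1.75% of those changed 4-fold, with 0 false calls. With the spread of the untreated pair, the same test of 5056 genes recovered 11.1% of genes changed 8-fold, also with 0 false calls. The fit to scaled values made 31 false calls beside 140 true ones with the spread of the RESTARTv3 pair, and 7 beside 49 with that of the untreated pair, more than its threshold allows, so its calls carry more error than their adjusted p states. limma voom recovered 100% of genes changed 4-fold with the smaller spread and 21.2% of those changed 8-fold with the larger one, with 11 false calls beside 157 true ones and 0 beside 16. A planted list of 16 genes changed 2-fold was called in each simulation, and 0 of 40 unchanged lists were. The simulated lists have no correlation between genes, so this did not test how far real correlation lowers a list's p. Tables were handled with Python 3.11.15 and pandas 2.3.3, and plots drawn with matplotlib 3.10.9.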

Results

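RNA was sequenced from the cochlea of mice that carry the Otof c.1315 C>T change, which puts an early stop codon into otoferlin, the calcium sensor of inner hair cell synapses. The table holds 2 libraries from untreated mice and 2 libraries from mice given RESTART v3, a guide RNA and a DKC1 isoform that turn the uridine of the stop codon into pseudouridine, with a near-cognate tRNA that helps the codon to be read through. It lists 21230 genes in RPKM, reads scaled by gene length and library total, and none of its values is 0. The library totals that fit the values are 39650172 and 56739609 reads for untreated libraries A and B, and 71144247 and 61040077 reads for RESTARTv3 replicates 1 and 2. The listed genes hold 52.9%, 60.4%, 57.9% and 28.6% of these totals, in the same order. RESTARTv3 replicate 2 therefore lies low for most genes: the median log2 ratio of replicate 1 to replicate 2 over tested genes was 1.06. The study describes its RNA sequencing replicates as independent, biological ones; the labels of these libraries do not say which mice they came from. The p-values of single genes and of fry rest on the spread between these libraries, whatever its source. Those of camera with the preset correlation set the genes of a list against all other genes. They do not measure how far a list would vary between libraries.

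The first question was whether the level of the edited transcript differed with treatment. Otof was low in RPKM in all 4 libraries, at 0.0608 ± 0.0206 RPKM (SD, n = 2) in untreated and 0.0310 ± 0.0220 RPKM (SD, n = 2) in RESTARTv3 cochleae. RPKM here divides by the gene span, introns included, so genes of long span lie low at a given number of reads. These values rest on 286 and 251 reads in untreated libraries A and B, and on 317 and 90 reads in RESTARTv3 replicates 1 and 2. The difference in the mean of log2(RPKM + 0.5) was -0.08 (RESTARTv3 minus untreated), a scale that understates changes of low genes, and Otof lay below the minimum for testing. On recovered reads scaled between libraries, an analysis added after seeing the data, the log2 change of Otof was -0.80 with a standard error of 0.56 (limma voom, Benjamini-Hochberg adjusted p = 0.765). Without untreated library A it was -0.13, and without untreated library B -1.38, so its size rests on which untreated library is used. In the fit of all listed genes with no filter on low values, Otof had an unadjusted p of 0.0498 and did not pass the adjusted one (limma, Benjamini-Hochberg adjusted p = 1). The hair cell reference genes showed the same order of means: Slc17a8, the glutamate transporter of inner hair cells, was at 0.167 ± 0.0568 RPKM (SD, n = 2) in untreated and 0.113 ± 0.0686 (SD, n = 2) in RESTARTv3 libraries. Myo7a, a hair bundle myosin, was at 0.594 ± 0.367 (SD, n = 2) and 0.210 ± 0.136 RPKM (SD, n = 2). Slc26a5, the outer hair cell motor prestin, was at 0.172 ± 0.0633 (SD, n = 2) and 0.124 ± 0.0643 RPKM (SD, n = 2). On the deposited scale most genes were lower in RESTARTv3 libraries, so this order alone does not set hair cell genes apart. On recovered reads the log2 changes of Slc17a8, Myo7a and Slc26a5 were -0.36, -1.18 and -0.24, with standard errors of 0.41, 0.67 and 0.40 (limma voom).

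**Figure D1:**
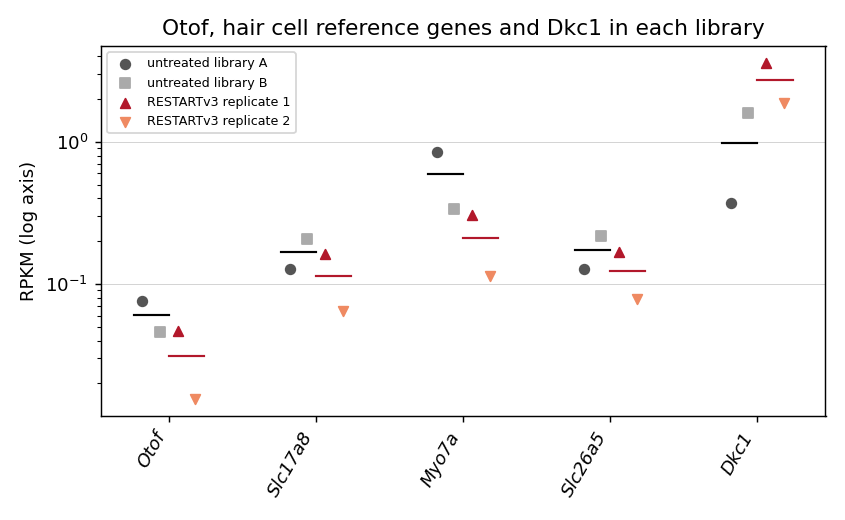
RPKM (log axis) of Otof, 3 hair cell reference genes and Dkc1 in each of the 4 libraries, with short lines at the group means. Otof lies below 0.1 RPKM in all 4 libraries, and Dkc1 is higher in both RESTARTv3 libraries than in both untreated ones.

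Dkc1, the pseudouridine synthase whose isoform is part of the delivered system, was higher in both RESTARTv3 libraries than in both untreated ones. It was at 0.370 and 1.60 RPKM in untreated libraries A and B and at 3.60 and 1.88 RPKM in RESTARTv3 replicates 1 and 2, from 204, 1267, 3563 and 1595 reads. The means were 0.987 ± 0.873 (SD, n = 2) and 2.74 ± 1.22 RPKM (SD, n = 2). The log2 change was 1.21 with a standard error of 0.71 on log2(RPKM + 0.5) (limma, Benjamini-Hochberg adjusted p = 0.998), and 2.01 with a standard error of 0.58 on recovered reads (limma voom, Benjamini-Hochberg adjusted p = 0.765). Without untreated library B the change passed on recovered reads, at 2.84 (limma voom, Benjamini-Hochberg adjusted p = 0.0104), in a fit where untreated library A alone stands for its group and 8667 of 18458 genes passed. Without untreated library A the change was 0.57 on log2(RPKM + 0.5), with a standard error of 1.35, and 1.27 on recovered reads. The table has 1 value per gene, so reads from the delivered sequence and from the mouse gene were not told apart.

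The next question was which genes differed in level with treatment across the cochlear transcriptome. Of 5076 tested genes, 0 passed an adjusted p of 0.05 (limma trend, Benjamini-Hochberg), and 72 had an unadjusted p under 0.05, 6 of them higher and 66 lower in RESTARTv3 libraries. That split follows the scale of the libraries: the median log2 change of all tested genes was -0.41, and after median-of-ratios scaling, with a median of -0.20, 55 genes had an unadjusted p under 0.05, 42 of them higher, and again 0 passed the adjusted p. limma voom on the recovered reads called 0 of 18458 genes, with 393 at an unadjusted p under 0.05, 252 of them higher. On simulated reads with the spread of the untreated pair, this test on log2 RPKM recovered 11.1% of genes changed 8-fold and 0 of those changed 4-fold, so changes of that size could be missed. Without untreated library B 3 genes passed on the deposited scale (Rn7sk, Rpph1 and Rmrp), and 2335 genes passed after scaling, a fit in which untreated library A alone stands for its group. The same omission gave 8667 genes by limma voom.

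The genes with the smallest unadjusted p in the higher direction did not pass the adjusted p. Tgtp2, an immunity-related GTPase, was at 0.353 ± 0.321 RPKM (SD, n = 2) in untreated and 2.23 ± 1.18 (SD, n = 2) in RESTARTv3 libraries, with a log2 change of 1.66. Slfn4 (log2 change 1.59), Slfn5 (1.22) and Slfn1 (1.08) are Schlafen genes, and Gbp7 (1.44) and Gbp3 (1.13) are guanylate-binding proteins. Serpina3g (1.26) is a serine protease inhibitor, and n-TAtgc2 (1.84), a transfer RNA gene, rests on 4 and 2 reads in the untreated and 12 and 35 in the RESTARTv3 libraries. Several of these families, such as Tgtp, Slfn, Gbp and Ifit, hold near-identical copies between which read counting can split reads, so single members are uncertain. Dkc1 is among the same 10 genes. In the lower direction the 10 genes were mostly small RNAs: Rn7sk (log2 change -2.54), the 7SK RNA that holds back transcription elongation, Rpph1 (-2.55), the RNA of ribonuclease P, Rmrp (-2.32), Bc1 (-2.48), Rnu7 (-2.01), Snora36b (-2.40), Snord88c (-2.69), Mir96 (-2.18), Mir7053 (-1.63), and Otog (-1.97), which encodes a tectorial membrane protein. These genes were highest in untreated library A, for example Rn7sk at 68434 RPKM there against 10611 in untreated library B and 5916 and 3626 in RESTARTv3 replicates 1 and 2. Some rest on few reads. In the same order of libraries, Mir7053 had 16, 4, 4 and 1 reads and Mir96 had 34, 8, 5 and 1. Rnu7 had 44, 25, 11 and 9 reads, and Snora36b had 77, 39, 10 and 13.

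Interferon-response genes stood higher in RESTARTv3 than in untreated cochleae as a group. Of 41 gene lists fixed beforehand, 35 had at least 3 tested members, and the interferon list had the smallest p of all (limma camera, Benjamini-Hochberg adjusted p = 1.64e-17 with a preset correlation). With an estimated correlation within lists the call was lost (limma camera, Benjamini-Hochberg adjusted p = 0.890 on the deposited scale and 0.323 after scaling). After scaling the estimated correlation of this list was -0.022, below the preset 0.01, so the loss after scaling does not come from correlation within the list. On the deposited scale the estimate was 0.62, so correlation within the list can add to the loss there. With an estimated correlation 0 lists passed in any fit, so a call lost in this way does not tell lists apart. Its 16 tested members had a median log2 change of 0.89, which is 1.31 above the median of all tested genes, and 16 of 16 lay above that median. Ifit3b was at 1.07 ± 0.321 RPKM (SD, n = 2) in untreated and 3.10 ± 1.22 (SD, n = 2) in RESTARTv3 libraries, Gbp2 at 0.533 ± 0.257 (SD, n = 2) and 1.74 ± 1.11 RPKM (SD, n = 2), and Gbp3 at 0.749 ± 0.464 (SD, n = 2) and 2.24 ± 1.02 RPKM (SD, n = 2). No single member passed: 0 were called over all genes and 0 when adjusted over the list alone. On recovered reads the list had 30 measured members with a median log2 change of 1.54, and 18 of them were higher when adjusted over the list alone (limma voom, Benjamini-Hochberg), while 0 passed over all genes. After scaling, both RESTARTv3 libraries lay above both untreated libraries in 28 of the 30 members, against 16.2% of all genes, where chance gives 16.7%. On the deposited scale this held for 20 of the 30, against 2.24% of all genes. The fry test, which asks whether a list moves one way, did not pass over the lists on the deposited scale (limma fry, Benjamini-Hochberg adjusted p = 0.926) or after median-of-ratios scaling (adjusted p = 0.125). With quantile normalization it passed (limma fry, Benjamini-Hochberg adjusted p = 0.0359).

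**Figure D2:**
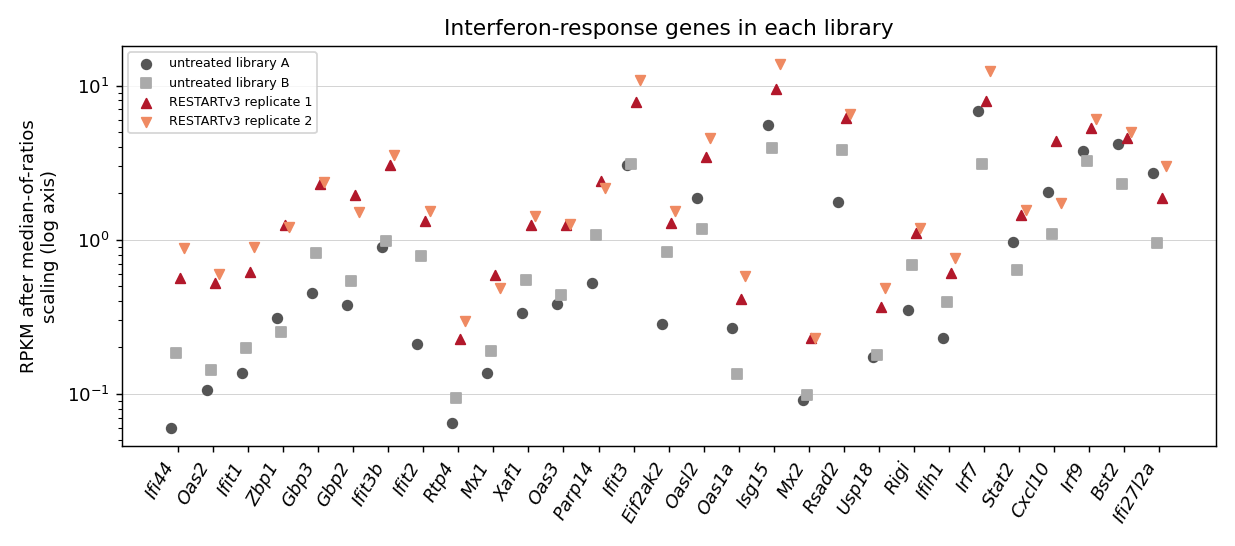
RPKM after median-of-ratios scaling (log axis) of 29 of the 30 measured interferon-response genes, 1 symbol per library, ordered by the change in recovered reads. Both RESTARTv3 libraries lie above both untreated libraries in 27 of the 29 genes drawn.

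Antigen presentation genes also passed, with a median 0.53 above that of all tested genes and 12 of 13 members above it (limma camera, Benjamini-Hochberg adjusted p = 0.00184; adjusted p = 0.890 with an estimated correlation). B2m, the light chain of class I molecules, was at 30.5 ± 23.3 RPKM (SD, n = 2) in untreated and 63.0 ± 25.5 (SD, n = 2) in RESTARTv3 libraries. Psmb9, an immunoproteasome subunit, was at 0.945 ± 0.0349 (SD, n = 2) and 1.96 ± 1.31 RPKM (SD, n = 2), Tap1 at 1.97 ± 0.495 (SD, n = 2) and 3.45 ± 2.14 RPKM (SD, n = 2), and H2-K1 at 21.8 ± 0.949 (SD, n = 2) and 33.4 ± 16.2 RPKM (SD, n = 2). Over the 21 alternative fits that tested this list, with the preset correlation, call and direction held in 15. The call was lost without untreated library B and without RESTARTv3 replicate 1, on the deposited scale, after scaling and on recovered reads. On recovered reads without untreated library B the list's median was 0.022 above that of all genes, with 8 of 16 members above it.

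A further 10 lists passed the same test, and most of them lost their call without untreated library A, which stood apart from the other 3 libraries, or without RESTARTv3 replicate 1. With all 4 libraries the medians relative to all tested genes were 0.80 for nuclear-retained long noncoding RNAs (Kcnq1ot1, Snhg11), 0.64 for proliferation genes (Ccna2, Pcna), 0.61 for mitochondrially encoded genes (ND6, ND3), 0.51 for targets of nonsense-mediated decay (Srsf7, Srsf3), 0.50 for neutrophil and granulocyte precursor genes (Chil3, Cxcr2) and 0.26 for ribosomal protein genes (Rpl39, Rpl36a). They were -0.75 for ribbon synapse genes, -0.65 for extracellular matrix genes (Col2a1, Col3a1), -0.46 for replication-dependent histones (H4c3, H2bc27) and -0.37 for small nucleolar and structural RNA genes (Rn7sk, Rpph1). None of these 10 passed with an estimated correlation (limma camera, Benjamini-Hochberg adjusted p = 0.890 for each). With median-of-ratios scaling the small nucleolar and structural RNA genes (adjusted p = 0.471) and the mitochondrially encoded genes (adjusted p = 0.0699) did not pass (limma camera, Benjamini-Hochberg). With quantile normalization the histones (adjusted p = 0.113) and the small nucleolar and structural RNA genes (adjusted p = 0.237) did not, and on recovered reads the ribosomal protein genes (adjusted p = 0.761) did not (limma camera, Benjamini-Hochberg). Over the alternative fits that tested each list, with the preset correlation, call and direction held in 17 of 22 for extracellular matrix, 16 of 21 for the histones, 14 of 20 for ribbon synapse, 14 of 21 for neutrophil and granulocyte precursor genes and 13 of 20 for both proliferation and nuclear-retained long noncoding RNAs. They held in 12 of 22 for small nucleolar and structural RNAs, 11 of 21 for decay targets, 9 of 21 for mitochondrially encoded and 9 of 22 for ribosomal protein genes. Without untreated library A, 3 of the 12 passing lists kept their call and direction on the deposited scale: interferon response, antigen presentation and the histones. All 3 were lost there at adjusted p = 0.993 with an estimated correlation (limma camera, Benjamini-Hochberg). After scaling, the lists that did so were interferon response, antigen presentation, neutrophil and granulocyte precursor genes (adjusted p = 0.0110) and nuclear-retained long noncoding RNAs (adjusted p = 1.39e-04), and the histones did not (adjusted p = 0.165; limma camera, Benjamini-Hochberg). These 4 calls were lost at adjusted p = 0.924 with an estimated correlation (limma camera, Benjamini-Hochberg). Without RESTARTv3 replicate 1 the median of the neutrophil and granulocyte precursor genes fell to 0.017, with 7 of 12 above the median of all tested genes (limma camera, Benjamini-Hochberg adjusted p = 0.760, and 0.566 after scaling). In that fit the small nucleolar and structural RNA genes passed in the other direction, at 0.23 (limma camera, Benjamini-Hochberg adjusted p = 7.08e-05; adjusted p = 0.940 with an estimated correlation). On the deposited scale the histones did not pass without RESTARTv3 replicate 2 (limma camera, Benjamini-Hochberg adjusted p = 0.376). Without untreated library A the median of the proliferation list was -0.039, and the mitochondrially encoded list passed in the other direction, at -0.098 (limma camera, Benjamini-Hochberg adjusted p = 4.96e-04; adjusted p = 0.993 with an estimated correlation). The 4 tested ribbon synapse genes were Gipc3, Cabp2, Bsn and Rab3a. Rab3a was at 8.99 ± 3.06 RPKM (SD, n = 2) in untreated and 4.24 ± 2.59 (SD, n = 2) in RESTARTv3 libraries, and the list's median without untreated library A was -0.16 (limma camera, Benjamini-Hochberg adjusted p = 0.0968).

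**Figure D3:**
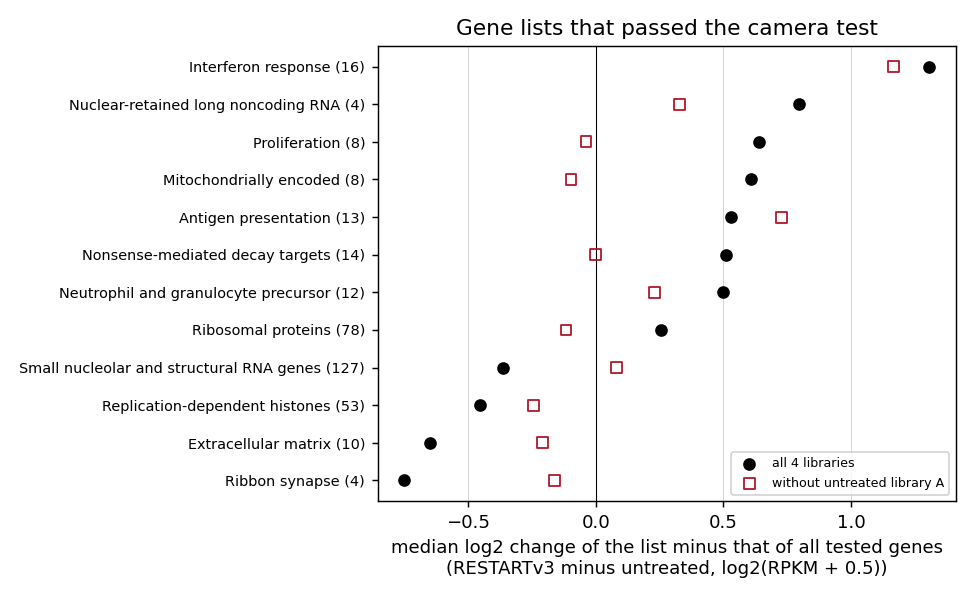
Median log2 change of each of the 12 lists that passed the camera test, minus that of all tested genes, with the number of tested genes in brackets. Filled circles use all 4 libraries and open squares leave out untreated library A. The interferon list lies at 1.31 and 1.17. The proliferation, mitochondrially encoded, ribosomal protein and decay target lists move from above 0 to below it, to -0.039, -0.098, -0.12 and -0.00096, and the small nucleolar and structural RNA list moves from -0.37 to 0.079.

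The study also asked about stress and inflammatory pathways. The unfolded protein and integrated stress response list had a median 0.20 above that of all tested genes (limma camera, Benjamini-Hochberg adjusted p = 0.287), with Hspa5, a chaperone of the endoplasmic reticulum, at 26.5 ± 15.6 RPKM (SD, n = 2) in untreated and 35.4 ± 18.8 (SD, n = 2) in RESTARTv3 libraries. Heat shock genes, such as Hsp90ab1 at 133 ± 14.3 (SD, n = 2) and 101 ± 48.6 RPKM (SD, n = 2), had an adjusted p of 0.330, and oxidative stress genes, such as Gpx1 at 138 ± 6.64 (SD, n = 2) and 95.9 ± 56.0 RPKM (SD, n = 2), one of 0.287 (limma camera, Benjamini-Hochberg). The p53 and DNA damage list, with Ccng1 at 4.71 ± 4.40 (SD, n = 2) and 5.97 ± 2.48 RPKM (SD, n = 2), had an adjusted p of 0.567 (limma camera, Benjamini-Hochberg). The NF-kB and innate sensing list, with Nfkbia at 10.2 ± 1.64 (SD, n = 2) and 8.16 ± 5.43 RPKM (SD, n = 2), had one of 0.839 by the same test. Macrophage markers did not pass on the deposited scale with all libraries (limma camera, Benjamini-Hochberg adjusted p = 0.0952), with Lyz2 at 48.4 ± 31.7 RPKM (SD, n = 2) in untreated and 67.1 ± 47.3 (SD, n = 2) in RESTARTv3 libraries. The macrophage list passed as higher with quantile normalization (adjusted p = 0.0275), on recovered reads (adjusted p = 0.0348), and on the deposited scale without untreated library A (adjusted p = 0.00930) or RESTARTv3 replicate 2 (adjusted p = 0.0487; limma camera, Benjamini-Hochberg). It also passed without untreated library A after scaling (adjusted p = 9.54e-09, 11 of 11 above the median) and on recovered reads (adjusted p = 1.69e-11, 15 of 15; limma camera, Benjamini-Hochberg). These calls were lost, in the same order, at adjusted p = 0.825, 0.631, 0.993, 0.726, 0.924 and 0.760 with an estimated correlation (limma camera, Benjamini-Hochberg). The 4 lymphocyte markers above the minimum level did not pass on the deposited scale (limma camera, Benjamini-Hochberg adjusted p = 0.530), with Cd79b at 3.37 ± 1.47 (SD, n = 2) and 3.18 ± 2.91 RPKM (SD, n = 2). In all, 23 lists did not pass, with adjusted p from 0.0653 to 0.934 (limma camera, Benjamini-Hochberg). Some lists, among them the cytokine panel and pan hair cell markers, had too few members above the minimum level to be tested on the deposited scale. With no filter on low values, the lymphocyte markers passed as higher (10 of 13 above the median of all genes, adjusted p = 2.47e-04), as did the cytokine panel (12 of 12, adjusted p = 0.00180), and the 20 pan hair cell markers passed as lower (adjusted p = 1.19e-04; limma camera, Benjamini-Hochberg). Each of these had an adjusted p = 0.990 with an estimated correlation (limma camera, Benjamini-Hochberg).

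The last question was how alike the group means were over all genes. Across the 5076 tested genes, which are not independent replicates, the log2 group means had a Pearson r of 0.962 and a Spearman rho of 0.870. The untreated pair had an r of 0.902 and the RESTARTv3 pair one of 0.937. Means of a pair carry less noise than single libraries, so these values are not on an equal footing, and single libraries of different groups are given beside them. Untreated library B had an r of 0.981 with RESTARTv3 replicate 1 and 0.956 with replicate 2. Untreated library A had an r of 0.866 with RESTARTv3 replicate 1 and 0.904 with replicate 2.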

Values the study reported

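From quantitative PCR after reverse transcription (qRT-PCR), the study reported an Otof transcript level of about 1/9 of that of wild-type mice before treatment and about 1/4 after RESTART v3. It reported that the tRNA delivered with the system reached about 1.5-fold of untreated cochleae by 6 weeks. A Luminex chip, not RNA sequencing, showed no significant difference in 20 cytokines of the cochlear fluid between wild-type, AAVie-GFP and RESTART v3 mice. From RNA sequencing of the cochlea, the study reported no significant change in inflammatory factors and stress pathways with RESTART v3. It also reported no influence on RNA expression levels as a whole.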

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

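The voom fits, the scaled fits with a library left out and the scaled fit without a filter, 10 of the 22 alternative fits, were chosen after seeing the data. No paired analysis was possible because the untreated columns carry no replicate number; for the same reason the one-sided reproducibility filter that the study states was not run. When a library is left out, the lone library of a group is assumed to vary like the other pair. The count of changed genes, 0, became 12 with no filter on low values and 2 (Gm25679 and Gm25854, both lower) among the genes whose replicates agree within 2-fold, and lay between 0 and 8667 with single libraries left out; the highest counts came without untreated library B. The count of shifted lists, 12, became 1 among genes whose replicates agree within 2-fold, where fewer genes are tested, 21 with voom, 0 with an estimated correlation, and 5 to 18 with single libraries left out. The interferon list kept its direction and its call in 22 of 22 settings with the preset correlation, with a median of 0.80 to 1.80 relative to all genes and a largest adjusted p of 5.74e-04 (limma camera, Benjamini-Hochberg); with an estimated correlation its median of 1.31 no longer passed. The difference in Otof, -0.08, became -0.30 with a pseudocount of 0.1, a scale that shows low genes more fully, and -0.80 with voom, and lay between -1.38 and -0.037 with libraries left out. Otof is left out by the 2-fold reproducibility filter and the filters on low values. The correlation of group means lay between 0.899 and 0.981 with libraries left out, lowest without untreated library B; the cause of the other changes was not tested.

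Of the named genes above the minimum level, those that passed an adjusted p of 0.05 in an alternative did so only without untreated library B. Among the same genes, 33 changed direction in at least 1 alternative, mostly without untreated library A or RESTARTv3 replicate 1. Named genes below the minimum level were not scored for passing or for direction. With libraries left out, list medians ran from -0.098 to 1.48 (mitochondrially encoded), -0.00096 to 1.01 (decay targets), -0.039 to 1.24 (proliferation), -0.12 to 0.67 (ribosomal proteins) and -1.23 to 0.42 (small nucleolar and structural RNAs, 0.12 among genes whose replicates agree within 2-fold). The log2 changes of genes named by the rule, or as partners of Dkc1, ran from -0.31 to 0.97 for Aurkb, -0.49 to 1.60 for Birc5, -0.50 to 1.85 for Ccna2, -0.42 to 1.87 for Ccng1, -1.20 to 0.62 for Cd79b, -0.94 to 0.64 for Cebpe, -0.27 to 2.13 for Chil3, -0.11 to 1.51 for Cxcr2, -0.66 to 1.09 for CYTB, -0.59 to 1.65 for Gas5, -1.28 to -0.02 for Gpx1, -0.98 to 0.034 for Hsp90ab1, -0.19 to 1.11 for Hspa5, -0.12 to 2.16 for Kcnq1ot1, -0.35 to 1.22 for Lyz2, -8.9e-05 to 0.94 for Meg3, -0.30 to 1.43 for ND3, -0.51 to 1.10 for ND5, -0.36 to 1.59 for ND6, -0.39 to 0.89 for Neat1, -1.14 to 0.23 for Nfkbia, -1.05 to 0.0027 for Nhp2, -0.54 to 0.89 for Nop10, -0.50 to 1.65 for Pcna, -0.23 to 1.35 for Retnlg, -0.44 to 1.53 for Rpl22l1, -0.51 to 1.60 for Rpl36a, -0.34 to 1.83 for Rpl39, -0.47 to 1.51 for Rps7, -0.13 to 1.21 for Snhg11, -0.38 to 1.66 for Srsf3, -0.47 to 1.83 for Srsf7 and -0.36 to 1.91 for Tra2b. Quantile normalization turned Hsp90ab1 to 0.17, Gpx1 to 0.041, Nfkbia to 0.10 and Cd79b to 0.17. Cebpe, at -0.15, turned to 0.091 with median-of-ratios scaling, with or without the filter, 0.39 with quantile normalization and 0.12 with voom. Depth limits the low genes: Otof rests on 90 to 317 reads per library.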

Other observations

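The tests in this part were chosen after results had been seen, except that of gene span, whose limits were set before its value was known, though a like pattern among hair cell markers had been seen. On recovered reads, lists that lay below the level for testing could be described. All 10 measured genes of the cytokine panel lay above the median of all genes, with a list median 0.95 above it (limma voom and camera, Benjamini-Hochberg adjusted p = 8.94e-05; adjusted p = 0.631 with an estimated correlation), and 0 passed alone. Ccl2, a monocyte chemokine, was at 0.198 ± 0.146 RPKM (SD, n = 2) in untreated and 0.526 ± 0.348 (SD, n = 2) in RESTARTv3 libraries, Il1b at 0.259 ± 0.149 (SD, n = 2) and 0.501 ± 0.281 RPKM (SD, n = 2), and Tnf at 0.0135 ± 0.00408 (SD, n = 2) and 0.0247 ± 0.0134 RPKM (SD, n = 2). Without untreated library A the cytokine median was 0.71, and without untreated library B the list did not pass (limma voom and camera, Benjamini-Hochberg adjusted p = 0.0621).

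Lymphocyte markers had a median 0.69 above that of all genes on recovered reads, with 10 of 13 above it (limma voom and camera, Benjamini-Hochberg adjusted p = 3.49e-04; adjusted p = 0.631 with an estimated correlation). Members differed: the B cell genes Cd79a, Cd79b and Ighm, named after their values were seen, had log2 changes of -0.22, -0.09 and -0.26. Gzmb had 8 and 16 reads in untreated libraries A and B and 88 and 33 in RESTARTv3 replicates 1 and 2, and the log2 changes of Gzmb, Klrb1c and Cd8a were 2.03, 1.49 and 1.28; without untreated library B this list did not pass either, at the same adjusted p. Pan hair cell markers had a median 0.93 below that of all genes (limma voom and camera, Benjamini-Hochberg adjusted p = 5.35e-05; adjusted p = 0.631 with an estimated correlation), and 0.43 below it without untreated library A. Pjvk, Ush1c and Strc had log2 changes of -1.18, -1.64 and -1.93. Skeletal muscle (-0.59, adjusted p = 0.0275), supporting cell (-0.52, adjusted p = 0.0326) and spiral ganglion neuron genes (-0.51, adjusted p = 0.0479) also passed as lower (limma voom and camera, Benjamini-Hochberg). Inner hair cell genes passed at -0.37 (adjusted p = 0.0461), and outer hair cell genes, at -0.13, did not (adjusted p = 0.218, same test). None of these passed with an estimated correlation. The fall was thus not particular to hair cells. The ratio of mean Otof RPKM in RESTARTv3 to untreated libraries was 0.510. The values quoted from the study above rose with treatment, the opposite order. They come from another measurement, qRT-PCR, and are relative to wild-type mice. The difference here did not pass an adjusted p. Without untreated library A the log2 change of Otof on recovered reads was -0.13.

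Interferon-response genes were higher in the RESTARTv3 libraries. On a log scale, the low values of RESTARTv3 replicate 2 shift the list and all other genes nearly alike. The list's median relative to all tested genes, 1.31 before and 1.33 after median-of-ratios scaling, therefore could not test that scale as a source. Untreated library A as the whole source is argued against, since without it, against untreated library B alone, the scaled median was 1.10. A larger share of macrophages as the whole source is also argued against: the 15 macrophage markers passed as a list on recovered reads (limma voom and camera, Benjamini-Hochberg adjusted p = 0.0348; adjusted p = 0.631 with an estimated correlation), but with a median log2 change of 0.19 and an upper quartile of 0.78, below the interferon list's lower quartile of 1.22 (0.65 and 1.15 without untreated library A). A response to the vector, the injection or RESTART v3 may underlie it, and these stay open because the labels give no injected control, as does a change in lymphocytes, whose markers' upper quartile of 1.28 overlaps the interferon list; the markers of neutrophils and granulocyte precursors, also higher as a list with all libraries (limma voom and camera, Benjamini-Hochberg adjusted p = 0.00878; adjusted p = 0.789 with an estimated correlation) but not without RESTARTv3 replicate 1 (adjusted p = 0.718), had an upper quartile of 0.54 (0.39 without untreated library A), which lies below it.

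Dkc1 was higher in the RESTARTv3 libraries. A joint rise of its H/ACA ribonucleoprotein partners is argued against, since the highest log2 change among Nop10, Nhp2, Gar1, Naf1 and Shq1 was 0.42 on recovered reads. Whether it rests on untreated library A stays open: without that library the log2 change was 1.27 with a standard error of 0.13 that rests on the RESTARTv3 pair alone, and on log2(RPKM + 0.5) it was 0.57 with a standard error of 1.35. Reads from the delivered DKC1 sequence are a candidate source that was not tested, since the table has 1 value per gene.

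Untreated library A stood apart from the other libraries. Lower depth is argued against: over 8538 genes with at least 200 reads in all libraries its highest correlation with another library was 0.942, against 0.986 for the least alike pair of the others. A larger share of hair cells stays open, since 9 of 20 markers were over 2-fold higher in it than in untreated library B and 2 were over 2-fold lower. The log2 ratio of library A to B fell with gene span, with a Spearman rho of -0.25 across 14312 protein-coding genes, against -0.01 for the RESTARTv3 pair, which may point to library preparation but lies between the limits set for and against it. No label separates the untreated libraries, and no biological explanation other than the hair cell share was tested.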
